A study of Homo sapiens with 12 samples. Its data were reported in "ARID1A-deficient bladder cancer is dependent on PI3K signaling and sensitive to EZH2 and PI3K inhibitors" (2022).

How the data were processed

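CUT&RUN was carried out in RT112 cells with 2 antibodies against ARID1A (Abcam and CST), an antibody against H3K4me3 and IgG, with 3 replicates each (12 samples). Per the labels and the study's methods, cells were processed with a commercial CUT&RUN kit in a single batch, E. coli DNA was added as a spike-in, and libraries were randomized into a pair of preparation batches whose membership is not given in the sources used here. Whether replicates came from separate cultures is not stated. The amount of spike-in DNA differs between the labels and the methods and is not used here.

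The authors trimmed adapters with cutadapt, aligned reads to the human genome and to that of E. coli with bwa-mem2, removed duplicates with Picard and removed reads that did not map uniquely with samtools. They scaled replicates by their spike-in reads, called peaks with SEACR from coverage of full fragments, keeping the top of the distribution, and merged the peaks of the replicates with bedtools. The submitters' processing notes name bcl2fastq, cutadapt, Picard, deepTools, bedtools and SEACR without versions, and the genome build hg38. The methods name the relaxed mode of SEACR while the names of the deposited lists say stringent, so the threshold behind the regions is uncertain. A region absent from a list may lie just under that threshold. Removal of reads that map to several places can leave repeats and near-identical genes without regions, and merging over replicates keeps a region that a single replicate may have carried.

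The deposited lists give chromosome, start and end in 3 columns, without signal, score or p-value. The authors' lists hold 1 merged set of regions per antibody, so neither replicates nor depth could be compared, no replicate could be left out, and regions were ranked by width. IgG regions and per-replicate regions were not analysed here. The design fixed before the data were examined foresaw a rank by signal where given, and by width otherwise. Positions are printed counting from 1. No region ran past the end of its chromosome in the hg38 reference. Chromosomes 1 to 22 and X were used, which left out 152 Abcam, 159 CST and 14 H3K4me3 regions on other sequences.

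Genes were the 19618 protein-coding genes of GENCODE 44. A promoter was 1 kb on either side of any annotated TSS of a protein-coding transcript, so that internal TSSs count, and a gene counted as having ARID1A when regions of both antibodies overlapped its promoter, even at different TSSs. H3K4me3 was counted over the same TSSs, so it can lie at a different TSS of a gene than ARID1A. Regions overlapped when they shared at least 1 bp, and a shared ARID1A region was an Abcam region that overlapped a CST region. Shares carry 95% exact (Clopper-Pearson) binomial intervals, which treat regions or genes as independent and cover counting error only. Chance overlap came from 1000 random placements of each region on its chromosome outside assembly gaps (two-sided permutation test, seed 20). Gene lists, 24 in number, were compared with other genes by two-sided Fisher's exact test with Benjamini-Hochberg adjustment, over all genes and within genes with H3K4me3. Neighbouring genes can share a region and are not independent. For motifs, 15 words and 2 control words were searched on both strands in shared regions and in a flank of equal length 2 kb away, outside every region, with an exact McNemar test of presence, adjusted over both classes of region.

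The lists, words, tests and alternatives were chosen before the data were examined, as was the rule for named genes. It takes all class I PI3K genes, up to 4 members of each other list with the widest regions of both antibodies and up to 4 without ARID1A in alphabetical order, the 10 genes with the widest promoter regions in both antibodies, the 10 widest distal shared regions without H3K4me3 over 10 kb from a TSS, and the 5 widest H3K4me3 promoter regions without ARID1A or of each antibody without the other. Some genes that this rule takes are not reported here. Alternatives were other overlap rules, windows of 500 bp and 3 kb, the most upstream TSS, the regions at least as wide as their list's median, regions of at least 200 bp, joining of regions under 500 bp apart, circular shifts, other definitions of an ARID1A region, flanks 10 kb away, shuffled sequence and 10000 random lists matched on the number of TSSs. Added after seeing the data were the central 200 bp of regions and the demand that 1 joint region lie at the promoter. The comparison of lists within genes without H3K4me3 was a further test outside the plan. Of the tests of explanations set out beforehand, 2 on the density of regions per chromosome were not run. The comparison of ribosomal protein, ZNF and HOX genes took their place and was chosen after the list results were seen.

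On simulated data, placements recovered 5.98% where 5.84% was expected and 52.0% where 52.0% was expected among 37501 regions. With lists of at least 18 genes set to a share of 75%, 91.5% were called among 19618 genes, and 2.93% of lists left alone were called. Where simulated occupancy rose steeply with the number of TSSs and with nothing else, 80.0% of lists drawn from genes with many TSSs had a p under 0.05 by Fisher's exact test, against 2.5% by lists matched on that number, so Fisher's test does not separate a list from its number of TSSs. An AP-1 word planted in 5% of 4000 sequences raised its share by 3.58 percentage points and was called. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.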

Results

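CUT&RUN, in which an antibody directs a nuclease to cut out the DNA around its target, was carried out in RT112 cells, a human bladder transitional cell carcinoma line that the study classed as wild type for ARID1A. ARID1A is a subunit of the SWI/SNF chromatin remodelling complex. The 12 samples fell into 4 groups of 3 replicates each: ARID1A with an antibody from Abcam, ARID1A with an antibody from CST, H3K4me3 as a mark of active promoters, and an IgG control. Region lists for 3 groups were analysed, each merged by the authors over the 3 replicates, and IgG regions were not analysed here. On chromosomes 1 to 22 and X, the lists held 37501 Abcam regions (median width 1486 bp), 32932 CST regions (1442 bp) and 9765 H3K4me3 regions (3046 bp). The lists hold positions only, so no replicate error can be given, the sequencing depth is unknown, and every p-value below is over regions or genes of the merged lists and not over replicates.

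The study asked of 2 promoters whether they carry ARID1A, those of PIK3R3, which encodes a regulatory subunit of class I PI3K, and PIK3IP1, which encodes an inhibitor of PI3K. It reported ARID1A at both, with peaks annotated by the closest TSS rather than by the 1 kb window used here. At PIK3R3 (chromosome 1, 46040140 to 46133036, minus strand, hg38), regions of both ARID1A antibodies lay over the transcription start sites (TSSs). The Abcam region ran from 46131756 to 46133759 and the CST region from 46132167 to 46133922, and both lay inside an H3K4me3 region from 46129987 to 46134527. At PIK3IP1 (chromosome 22, 31281594 to 31292534, minus strand), a CST region from 31291751 to 31293019 lay over the TSSs, overlapping an H3K4me3 region from 31290409 to 31292853. No Abcam region overlapped the 1 kb on either side of the PIK3IP1 TSSs. The nearest one, from 31290332 to 31291270, lay 1209 bp inside the gene, with its midpoint in an intron and part of it over exons, and a CST region from 31290532 to 31291176 overlapped it. This Abcam region and this CST region both overlapped the H3K4me3 region that lay over the TSSs. Upstream of PIK3IP1, an Abcam region from 31295733 to 31296772 and a CST region from 31295442 to 31297189 overlapped each other, 3199 bp and 2908 bp from the nearest TSS. With a window of 3 kb, both antibodies counted at PIK3IP1, and among regions at least as wide as their list's median neither did.

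By width, the only ranking the lists allow, the PIK3R3 promoter regions were wider than 75.3% of Abcam and 68.1% of CST regions. The PIK3IP1 promoter region of CST was wider than 38.2% of its list, and the Abcam region 1209 bp from the TSS than 13.2%. A further pair of narrow regions lay in an intron of PIK3R3, from 46084695 to 46085489 with Abcam and from 46084670 to 46085271 with CST. Of the other class I PI3K genes, PIK3CA and PIK3CB, which encode catalytic subunits, and PIK3R1 and PIK3R2, which encode regulatory subunits, carried both ARID1A antibodies and H3K4me3 at the promoter. PIK3CD had a CST region of 1331 bp without Abcam or H3K4me3, and that region no longer counted within 500 bp of a TSS or at the most upstream TSS. PIK3CG, PIK3R5 and PIK3R6 had no region of any list at the promoter. In total 5 of the 10 genes had both antibodies, against 38.2% of other protein-coding genes (odds ratio 1.62, two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.543 over 24 lists).

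**Figure D1:**
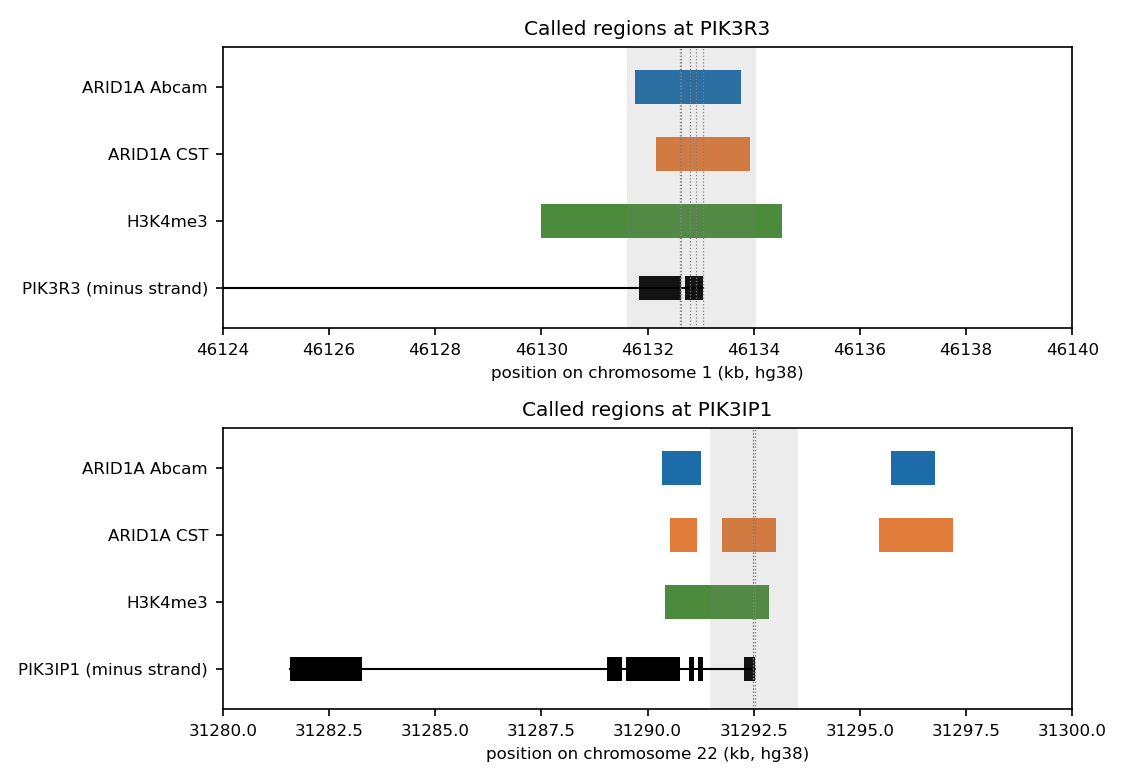
Called regions of ARID1A (Abcam in blue, CST in orange) and H3K4me3 (green) at PIK3R3 and PIK3IP1, against position in kb, with exons of the gene in black, TSSs as dotted lines and the promoter windows shaded grey. Both ARID1A antibodies have a region over the TSSs of PIK3R3, whereas at PIK3IP1 CST has one and the nearest Abcam region lies 1209 bp away inside the gene. That Abcam region overlaps the H3K4me3 region of PIK3IP1.

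The next comparison asked how far sites called with one ARID1A antibody were also called with the other. Among the promoters with the widest regions in both lists were those of ID1, a regulator of transcription that inhibits basic helix-loop-helix factors, PLEC, which encodes the cytoskeletal linker plectin, and the head-to-head pair AMIGO2 and PCED1B. Others were those of the DNA repair gene ERCC1, the prostaglandin receptor gene PTGER4, the ferritin gene FTH1, YWHAZ, which encodes a 14-3-3 protein, and the histone variant gene H3-3B. The PLEC and ERCC1 regions lay at internal TSSs. At ERCC1 (45446359 to 45454243 with Abcam, 45442209 to 45451893 with CST), the widest H3K4me3 promoter region lay elsewhere, from 45422825 to 45425372. At ID1, the Abcam region measured 12229 bp and the CST region 12213 bp. Over the genome, 28609 of 37501 Abcam regions overlapped a CST region (76.3%, 95% exact interval 75.9 to 76.7%), and 28823 of 32932 CST regions overlapped an Abcam region (87.5%, 87.2 to 87.9%). Random placement on the same chromosome gave 3.92% and 4.47% (permutation test, two-sided, p = 0.001 for each, the smallest that 1000 placements can give).

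The widest Abcam regions at promoters without CST belonged to HDGF, the transcription factor genes ETS2 and CEBPA, the keratin gene KRT86, and SURF4. The widest CST regions at promoters without Abcam belonged to TENT5B, KHDC4, ASB2, STOM and TRIM55. Over the genome, 8892 Abcam regions overlapped no CST region and 4109 CST regions no Abcam region. These were narrower, with a median of 1124 bp against 1636 bp for shared Abcam regions and of 1055 bp against 1512 bp for shared CST regions. Their promoter shares were 20.1% for Abcam only and 19.3% for CST only (difference 0.771 percentage points, 95% interval -0.696 to 2.24, Fisher's exact test, p = 0.310). Of the shared regions, 25.3% lay at promoters, more than of the Abcam-only regions (Fisher's exact test, p = 8.96e-24).

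The third comparison set ARID1A against H3K4me3. The keratin genes KRT18 and KRT19 and the epithelial transcription factor gene ELF3 had wide regions of all 3 lists, with an H3K4me3 region of 10560 bp at KRT19 and of 12433 bp at ELF3. The widest H3K4me3 regions at promoters without any ARID1A region were at ZBTB7A on chromosome 19 (4059202 to 4068572) and at the neighbouring promoters of RPL3L, NDUFB10, RPS2 and RNF151 on chromosome 16 (1958448 to 1967436). Of 9765 H3K4me3 regions, 93.8% lay within 1 kb of a protein-coding TSS, against 24.0% of Abcam and 24.4% of CST regions, with 7.04%, 4.54% and 4.51% at random placement (permutation p = 0.001 for each). A shared ARID1A region overlapped 61.9% of H3K4me3 regions (60.9 to 62.9%), against 5.25% at random placement (permutation p = 0.001). In the reverse direction, 22.4% of shared ARID1A regions overlapped H3K4me3 (21.9 to 22.9%), against 1.91% (permutation p = 0.001). When the overlap had to cover most of both regions, these shares were 39.6% and 13.5%, with permutation p = 0.001 for each.

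At the level of genes, 7503 of 19618 protein-coding genes had both ARID1A antibodies at the promoter (38.2%, 37.6 to 38.9%), and 10409 had H3K4me3. Both antibodies were present in 63.8% of genes with H3K4me3 at a promoter and in 9.40% of genes without (odds ratio 17.0). Among the 866 genes in the latter group were KRT5 and KRT16, keratins of basal and stressed epithelium, the collagen gene COL1A1, the fibroblast gene FAP and the cytokine receptor gene IL7R. These shares count genes over all their TSSs, so ARID1A and H3K4me3 can lie at different promoters of a gene. At EGFR, the widest Abcam promoter region began at 55108690, and the widest H3K4me3 promoter region ended at 55022839. The share of H3K4me3 regions with shared ARID1A was 46.4% in the narrowest of 4 equal width classes, 57.5% and 64.8% in the next ones and 78.9% in the widest (95% exact interval 77.3 to 80.5%).

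The 24 gene lists asked which groups of genes carried ARID1A at their promoters. Both antibodies were found at 20 of 23 AP-1 and TEAD factor genes, which include FOS, FOSL1 and FOSL2 of the AP-1 family and VGLL4, a TEAD cofactor, while the YAP target CCN2 had no ARID1A region. They were found at 20 of 26 luminal urothelial markers, among them KRT8, KRT18, KRT19 and ELF3. The uroplakin genes UPK1A and UPK3A, KRT20 and SPINK1, markers of differentiated urothelium, had none. Against a share of about 38.2% in other genes, these were 87.0% (95% exact interval 66.4 to 97.2%, adjusted exact p = 2.42e-05) and 76.9% (56.4 to 91.0%, adjusted exact p = 0.000530) by two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 24 lists.

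Genes of apoptosis (17 of 22, adjusted exact p = 0.000986) included BCL2L1, which protects from apoptosis, and BBC3 and PMAIP1, which promote it, and BIRC5 had no ARID1A region. Genes of RAS and MAPK signalling (22 of 32, adjusted exact p = 0.00201) included DUSP6, a phosphatase of ERK, and MAP2K3, GRB2 and MAPK13, whereas MAP2K2, MAPK11 and MAPK12 had none. AKT and mTOR signalling genes (19 of 30, adjusted exact p = 0.0161) included FOXO3, INPP4B, AKT1S1 and GSK3B, whereas AKT1, FOXO1 and INPP5D had none. Autophagy genes (16 of 24, adjusted exact p = 0.0135) included SQSTM1, MAP1LC3B and GABARAPL1. SWI/SNF subunits (17 of 28, adjusted exact p = 0.0344) included SMARCA2, SS18, BCL7C and SMARCD2, and ACTL6B, BCL7A, BRD7 and BRD9 had none. PRC2 subunits, members of the complex that holds EZH2, had both antibodies at 9 of 12 genes (adjusted exact p = 0.0280), including EED, RBBP7 and AEBP2. At PHF19, which also counted, and at FOS and KRT8 the widest regions of the antibodies did not overlap each other. Of the members of the lists of apoptosis, RAS and MAPK, AKT and mTOR, autophagy, SWI/SNF and PRC2 genes, between 83.3% (autophagy) and 96.7% (AKT and mTOR) had H3K4me3. Among genes with H3K4me3, none of these 6 lists was called, with 65.5% of AKT and mTOR and 65.4% of SWI/SNF genes against 63.8% of others (adjusted exact p = 1.0 for each) and an adjusted exact p of 0.480 for each of the other lists. Replication-dependent histone genes (42 of 68, adjusted exact p = 0.000645) lie in clusters, so that H2AC20, H2AC21 and H2BC21 shared 1 region of each antibody. PRC2 subunits were called under only 1 of 5 other promoter, width and joint-region settings. They were not called within 500 bp of the TSS (8 of 12 against 37.1% of other genes, adjusted exact p = 0.0899), within 3 kb (9 of 12 against 41.6%, 0.0545), at the most upstream TSS (7 of 12 against 33.9%, 0.163) or among regions at least as wide as the median (3 of 12 against 21.4%, 0.832), where the share was close to that of other genes. SWI/SNF subunits were called under 2 of these 5 settings and not within 500 bp (16 of 28 against 37.1%, adjusted exact p = 0.0547), at the most upstream TSS (14 of 28 against 33.9%, 0.113) or among the wider regions (10 of 28 against 21.4%, 0.144). The other calls lost were those of autophagy genes at the most upstream TSS (13 of 24 against 33.9%, adjusted exact p = 0.0797) and apoptosis genes among regions at least as wide as the median (40.9% against 21.4% of other genes, adjusted exact p = 0.0609). Against random lists matched on the number of TSSs, the calls of AKT and mTOR signalling (adjusted permutation p = 0.0747), autophagy (0.0676), SWI/SNF (0.170) and PRC2 genes (0.101) were lost.

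None of 20 hepatocyte markers, such as ALB and APOA1, had both antibodies (0%, up to 16.8%, adjusted exact p = 0.000530), nor did any of 18 muscle markers, such as ACTA1 and CKM (up to 18.5%, adjusted exact p = 0.000986). No member of either list had H3K4me3, and against other genes without H3K4me3, of which 9.42% had both antibodies, neither list was called (adjusted exact p = 0.640 and 0.757). Both counts were already the lowest possible, with unadjusted exact p = 0.251 and 0.405, so this test could not have called either list lower. It cannot decide whether the absence of H3K4me3 accounts for the low shares. Of 381 olfactory receptor genes, 1, OR10H1, had both (0.262%, adjusted exact p = 1.21e-77). None of the 381 had H3K4me3, and against other genes without H3K4me3 the call stayed (9.80% of others, adjusted exact p = 4.65e-14). Of 39 HOX genes 5 had both antibodies (adjusted exact p = 0.00201), among them HOXC13, HOXB7 and HOXB8. Matched on the number of TSSs, HOX genes were no longer called (12.8% against a matched mean of 29.3%, adjusted permutation p = 0.0540). In the same test, ZNF (0.00549), neuronal (0.0264) and immune cell genes (0.0445) were called lower. No immune cell marker had H3K4me3. Against other genes without H3K4me3, immune cell markers were not lower and not called (3 of 20 against 9.39%, adjusted exact p = 0.757). All 4 neuronal markers with H3K4me3 had both antibodies, against 63.7% of other such genes (adjusted exact p = 0.480). None of the 16 neuronal markers without H3K4me3 had both, against 9.42% (adjusted exact p = 0.757). These neuronal counts were the highest and the lowest possible, with unadjusted exact p = 0.304 and 0.391, so neither test could have made a call. Many olfactory receptor, histone and ZNF genes have near-identical copies, and the authors removed reads that mapped to more than 1 place, so a missing region at such genes is uncertain. Not called were basal and squamous markers (10 of 20, adjusted exact p = 0.390), which included KRT5, KRT16 and, at an internal TSS, EGFR but not KRT14, mesenchymal and fibroblast markers (5 of 20, 0.294), immune cell markers (3 of 20, 0.0556), neuronal markers (4 of 20, 0.138), cell cycle genes (17 of 29, 0.0556), receptor tyrosine kinases and ligands (16 of 28, 0.0673), antigen presentation and interferon response genes (13 of 24, 0.168), cytosolic ribosomal protein genes (32 of 77, 0.558), respiratory chain genes (45 of 92, 0.0574) and ZNF genes (160 of 476, 0.0556). Cell cycle genes with both antibodies included CDKN1A, MYC and CDK4, and the cyclin genes CCND1, CCNE1 and CCNA2 had H3K4me3 but no ARID1A region. Among receptor tyrosine kinases, MET, DDR1 and FGFR3 had both antibodies, and FGFR1 and ERBB4 had none.

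Among genes with H3K4me3 at the promoter, 5 of the 20 lists that could be tested differed from the other genes. Luminal urothelial markers and AP-1 and TEAD factors were higher, each with 18 of 19 genes against 63.7% (adjusted exact p = 0.0131). Cytosolic ribosomal protein genes, all 77 of which had H3K4me3, were lower with 32 of 77 (41.6%, 95% exact interval 30.4 to 53.4%, adjusted exact p = 0.000726). RPL10, RPL11, RPL13A and RPL17 had no ARID1A region, and RPL7, RPL23A and RPS12 had both antibodies. ZNF genes (150 of 345, 43.5%, adjusted exact p = 1.91e-13) and HOX genes (5 of 20, adjusted exact p = 0.00398) were lower as well. Replication-dependent histone genes (39 of 50, adjusted exact p = 0.129) were called higher only against lists matched on the number of TSSs (adjusted permutation p = 0.0260). The luminal call was lost at the most upstream TSS, where fewer genes were tested (14 of 17 against 60.6% of other genes, adjusted exact p = 0.274). Among regions at least as wide as the median, where fewer genes were tested, the calls of AP-1 and TEAD factors (14 of 18 against 49.0% of other genes, adjusted exact p = 0.0691) and HOX genes (2 of 10 against 49.2%, adjusted exact p = 0.296) were lost.

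**Figure D2:**
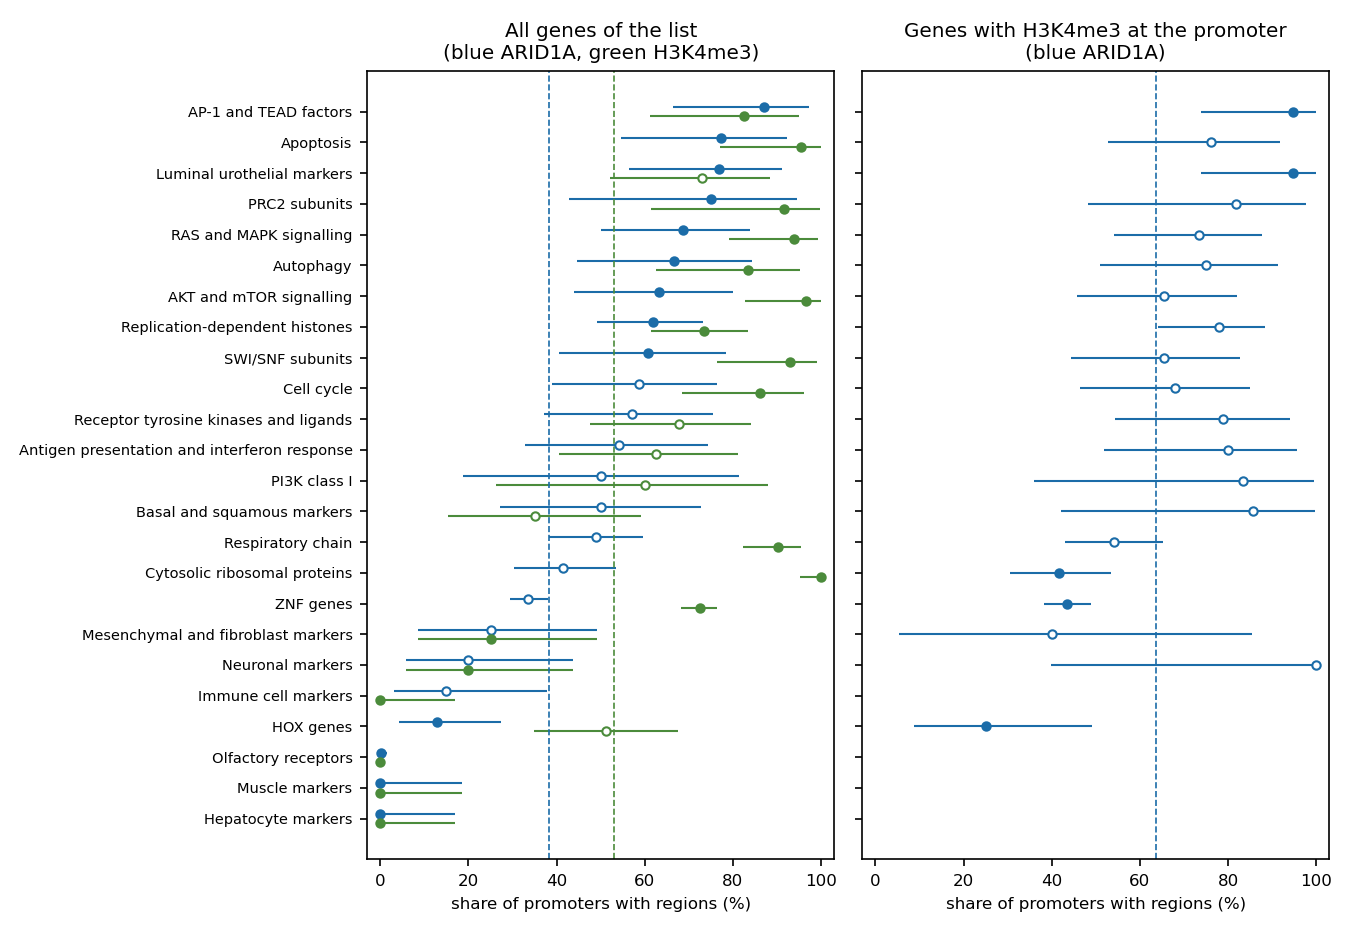
Share of genes (%) with both ARID1A antibodies (blue) or H3K4me3 (green) at a promoter for all genes of each list on the left, and with both ARID1A antibodies among genes with H3K4me3 on the right. Bars are 95% exact binomial intervals, filled points have an adjusted p under 0.05, and dashed lines mark all genes (38.2% for ARID1A and 53.1% for H3K4me3 on the left, 63.8% on the right). Cytosolic ribosomal protein genes all have H3K4me3, and 41.6% have ARID1A.

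The last comparison described ARID1A away from promoters. Of 28609 shared regions, 20731 (72.5%) lay off protein-coding promoters and outside H3K4me3. Ranked by the antibody with the lower width rank, the first of these over 10 kb from a TSS was on chromosome 2 (160219448 to 160231035 with Abcam), between genes and 19135 bp from ITGB6, an integrin gene of epithelia. The next lay on chromosome 10 (110407153 to 110417744), 80163 bp from DUSP5, a phosphatase of ERK, and on chromosome 20 (24095184 to 24104656), 106405 bp from GGTLC1. Others lay between genes near CALML3, TCIM, RIPK4 and LRATD2, and in introns of TRIO, PAG1 and ARHGAP26. Of the 21380 shared regions off protein-coding promoters, called distal here, 2804 (13.1%) lay within 1 kb of another annotated TSS. Off promoters, the median distance of shared regions to a protein-coding TSS was 33078 bp.

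In distal shared regions, the AP-1 word TGASTCA (S is C or G) was present in 63.4% of 19901 regions and in 22.3% of equally long flanks 2 kb away, with 3.67 times as many copies per kb. The word was in the region alone in 9637 pairs and in the flank alone in 1452. Words of FOXA (47.7% against 41.2%), TEAD (29.2% against 23.1%), SP-KLF (11.9% against 8.04%), CTCF (1.53% against 0.744%), GRHL (8.52%, 1.66 times as many copies per kb) and the TP63 half-site (15.3% against 11.6%) were also more frequent, with adjusted p between 1.13e-13 (CTCF) and 6.18e-46 (TEAD) by exact McNemar test. A control word of reordered AP-1 letters, GTACTSA, was called too (22.4% against 20.3%, 1.10 times per kb, adjusted exact p = 8.33e-07). A ratio of this size therefore cannot be told from that of a control word, and its source was not tested. In all, 10 of 15 words passed the test as more frequent in distal regions, none passed it as less frequent, and those of GATA, PPAR-RXR, NFY, KLF5 and SNAI-ZEB did not pass. Against the shuffled sequence of the regions themselves, GRHL was lower (8.61% against 9.54%, adjusted exact p = 0.00105) and the TP63 half-site equal at 15.6%, whereas AP-1 stayed higher (63.4% against 28.8%).

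In promoter shared regions, 8 of 15 words were more frequent than in flanks by the same test, and those of FOXA, GATA, KLF5, the TP63 half-site and SNAI-ZEB were less frequent, as were both control words, TTGASCA (29.3% against 36.5%) and GTACTSA (17.9% against 22.7%). SP-KLF was found in 76.7% of 6812 regions against 12.3% of flanks, ETS in 10.6% against 0.969%, NFY in 48.9% against 37.8%, CRE in 5.02% against 0.749% and NRF1 in 3.68% against 0.0440%. AP-1 was found in 31.9% against 25.2% (adjusted exact p = 3.83e-18). GATA was found in 61.7% against 79.8% and FOXA in 32.9% against 41.6%. The GC content was 56.0% in promoter regions and 44.7% in their flanks, and 44.2% and 43.0% for distal regions. SP-KLF, ETS, CRE and NRF1 also stayed above the shuffled sequence of the regions, but by less. They were at 76.3% against 49.0%, 10.3% against 6.24%, 5.05% against 1.22% and 3.51% against 0.208%, in that order. AP-1 was at 32.8% against 18.4%. Against shuffled sequence, NFY and GRHL became lower, and FOXA, GATA, KLF5 and SNAI-ZEB became higher. TEAD (24.7% against 22.8%, adjusted exact p = 0.00731) and PPAR-RXR (0.111% against 0.0138%, 0.0443), not called against flanks, were called higher. The control GTACTSA was no longer called (18.5% against 18.9%, 0.565), but the control TTGASCA stayed lower (29.9% against 41.4%, 3.31e-52). A difference from shuffled sequence can therefore also arise for a control word, and its source was not tested.

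**Figure D3:**
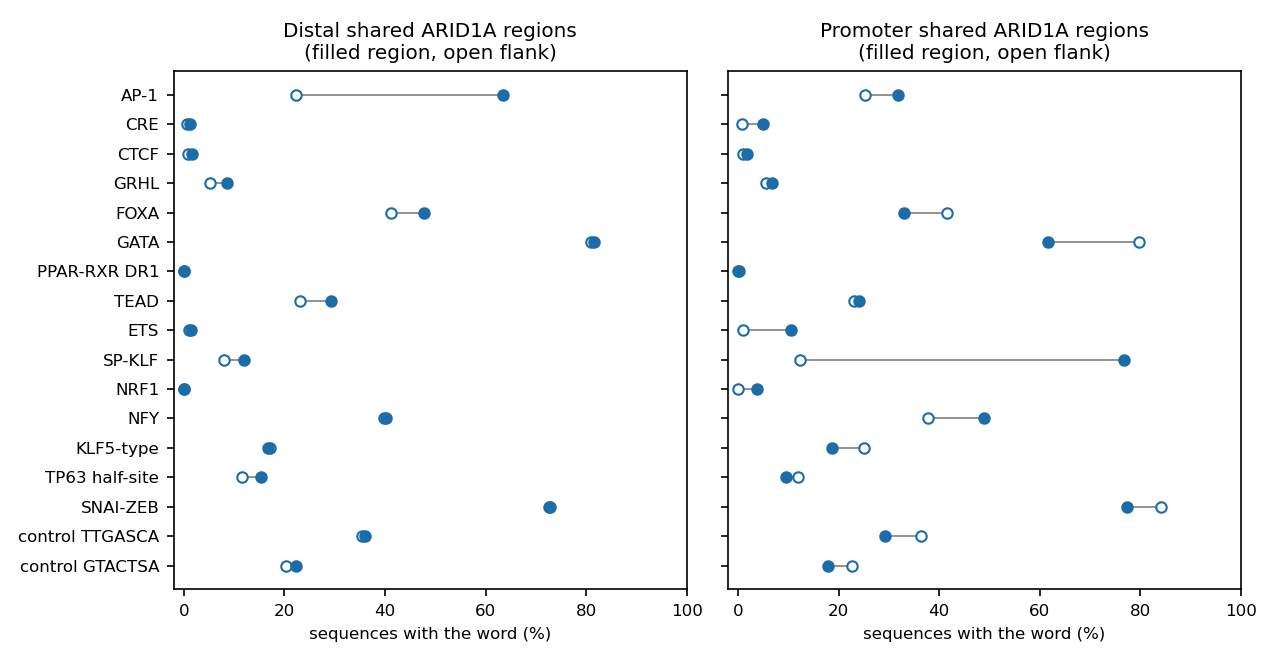
Share of sequences (%) that hold each transcription factor word in shared ARID1A regions (filled points) and in flanks of equal length 2 kb away (open points), for distal regions on the left and promoter regions on the right. AP-1 stands at 63.4% against 22.3% in distal regions, and SP-KLF at 76.7% against 12.3% in promoter regions. Against the shuffled sequence of the regions, AP-1 was at 63.4% against 28.8% and SP-KLF at 76.3% against 49.0%.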

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

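Regions were called on sequences outside chromosomes 1 to 22 and X, which the comparisons left out: 152 regions with Abcam, 159 with CST and 14 with H3K4me3. In each of the 3 lists, the whole mitochondrial genome was called as a single region of 16569 bp. Whether such a region was also called with IgG was not analysed here.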

How the results depend on the processing

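The 7 shares of regions lay above their chance level under every alternative run, at the smallest p the permutations can give, which says nothing of their size. The share of H3K4me3 regions with shared ARID1A ranged from 39.6% to 62.0%. With the regions of a single antibody in place of shared regions, it was 74.9% for Abcam and 67.1% for CST. The share of shared ARID1A regions with H3K4me3 ranged from 13.5% to 22.7%. The definition of an ARID1A region gave no other value for the overlap of Abcam with CST. Only 1 CST region was under 200 bp, so that limit tested little. Among regions at least as wide as their list's median, 4200 genes had both antibodies at the promoter, by construction fewer, and 0 antibodies were at PIK3IP1, against 2 with a window of 3 kb and 1 in the report. Lists called numbered 11 to 15 over all genes and 4 to 6 within H3K4me3 genes. Under 5 other promoter, width and joint-region settings, 9 of 13 lists stayed called over all genes and 2 of 5 within H3K4me3 genes. Lists not called in the report were called under some of these settings: cell cycle genes higher within 500 bp (adjusted exact p = 0.0407) and among the wider regions (0.0373), receptor tyrosine kinases and ligands higher among the wider regions (0.0118) and with 1 joint region (0.0315), immune cell markers lower within 3 kb (0.0384) and at the most upstream TSS (0.00938), ZNF genes lower within 3 kb (0.00836), among the wider regions (0.00141) and with 1 joint region (0.0315), and, within H3K4me3 genes, respiratory chain genes lower among the wider regions (9 of 41, 0.00447). The demand for 1 joint region was chosen after seeing the data. Lists matched on TSS number were a further test, given in the report, which also ended the calls of AKT and mTOR signalling and HOX genes over all genes. Against shuffled sequence, some words that passed the test both times turned in direction, with the cause not tested. In distal regions these were GRHL (8.61% against 9.54%) and the control GTACTSA (22.6% against 26.5%). The ETS call was lost there (1.38% against 1.42%), and of the words not called against flanks those that turned were KLF5, which became higher (17.1% against 6.83%), and NFY (40.9% against 62.7%) and the control TTGASCA (36.5% against 53.4%), which became lower. Distal GATA (81.9% against 79.6%, adjusted exact p = 9.21e-12) and SNAI-ZEB (73.4% against 63.8%, 2.32e-122) gained calls as higher. In promoter regions GRHL (6.83% against 8.09%) and NFY (49.3% against 59.9%) became lower, and FOXA (33.3% against 17.0%), GATA (62.3% against 52.4%), KLF5 (19.5% against 10.2%) and SNAI-ZEB (77.7% against 68.9%) higher. TEAD and PPAR-RXR gained calls as higher there, and the control GTACTSA lost its call as lower, whereas the control TTGASCA stayed lower (29.9% against 41.4%). In the central 200 bp of distal regions, chosen after seeing the data, AP-1 was at 18.7% against 2.96%. NRF1 was not called there (adjusted exact p = 0.256) and SNAI-ZEB was called lower (16.3% against 17.7%, 0.000513). GATA was called higher there (1.0e-05), as it was in whole distal regions with flanks 10 kb away (0.0311). In the central 200 bp of promoter regions, the calls of CTCF (0.149), GRHL (0.256) and the TP63 half-site (0.102) were lost. Among the wider regions, CTCF (0.959) and GRHL (0.199) were lost at promoters. Distal NRF1 was lost there (0.327), and distal NFY was called higher (0.0231). No paired analysis was possible because the lists are merged over replicates, and for the same reason no replicate could be left out. The depth is unknown, so a missing region may lie below the detection limit.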

Other observations

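The widest H3K4me3 regions, looked at after the data were seen, lay at genes of several kinds. The first, of 21817 bp on chromosome 17 (48597023 to 48618839), covered promoters of the neighbouring homeobox genes HOXB6, HOXB7 and HOXB8. Regions of 19257 bp and 18364 bp followed at PLEC and at GATA3, which encodes a transcription factor of luminal urothelium. A region of 16184 bp on chromosome 8 covered promoters of RPL8, ZNF34 and ZNF517, and one of 14367 bp on chromosome 17 those of NEK8, RAB34, RPL23A and TLCD1. TNRC18 (13394 bp), NR2F2 (12474 bp), ELF3 (12433 bp), PTGER4 (12184 bp) and the locus of the noncoding RNA MALAT1 (11926 bp) completed the first 10, and each of the 10 overlapped at least 1 shared ARID1A region. Of the 603 H3K4me3 regions off protein-coding promoters, 427 (70.8%) lay within 1 kb of another annotated TSS.

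The tests in the next 3 paragraphs were set out before their results were seen, but the pattern of ribosomal protein, ZNF and HOX promoters was itself chosen after the list results were known, and 2 tests on the density of regions per chromosome, set out before the data were examined, were not run.

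Shared ARID1A regions lay at promoters in 25.3% of cases. Their GC content was 47.3%, against 41.2% at random. Windows matched to them in GC content and width lay at promoters in 10.7% of cases (SD 0.167 over 100 draws), which was 42.6% of the observed share, so GC content may account for part of the promoter share but not for all of it. No biological explanation was tested, and a preference of the nuclease for open DNA stays open, since IgG regions were not used.

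Regions called with 1 ARID1A antibody only may partly reflect the fixed threshold of the peak calling. In the widest of 4 equal width classes, 96.4% of Abcam and 98.8% of CST regions were shared, and regions of 1 antibody had median widths of 0.687 (Abcam) and 0.698 (CST) times those of shared regions. Off promoters, the AP-1 word was enriched over flanks in both sets, 3.29 times in Abcam-only regions (95% bootstrap interval 3.08 to 3.53) and 3.21 times in CST-only regions (2.90 to 3.56), which argues against calls without such sequence as the whole source of these distal regions. The word was absent from most of them, being present in 46.8% of Abcam-only and 41.0% of CST-only against 63.3% of shared distal regions. Flanks of equal length held it less often too, at 16.2% and 13.7% against 22.2% for shared regions. Per kb, shared distal regions held it 3.67 times as often as their flanks (3.55 to 3.78). Unspecific calls among the regions of 1 antibody stay open, and promoter regions were not tested for this. The promoter shares of both sets differed by 0.771 percentage points, with an interval up to 2.24, so a small difference in promoter preference between the antibodies cannot be told apart from none. No biological explanation was tested, and exons held 1.80% of Abcam-only and 3.04% of CST-only regions (Fisher's exact test, adjusted p = 5.67e-05 over 4 locations).

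Among genes with H3K4me3 at a promoter, ribosomal protein (41.6%), ZNF (43.5%) and HOX genes (5 of 20) had ARID1A less often than random lists matched on technical properties. Lists matched on the number of TSSs had mean shares of 64.2%, 63.4% and 60.9% for the ribosomal protein, ZNF and HOX genes. Lists matched on the width of the H3K4me3 region had 70.3%, 57.4% and 64.1%, and lists matched on promoter GC content 64.7%, 64.3% and 62.6%. Each of these properties alone is therefore unlikely to account for the lower shares. No biological explanation was tested, and the sharing of regions by neighbouring HOX genes stays open. The authors' filter removes reads shared between ZNF paralogs or ribosomal pseudogenes, but it left H3K4me3 at all 77 ribosomal protein genes and at 345 of 476 ZNF genes (72.5% against 52.6% of other genes), so it did not empty these promoters. Whether it removed ARID1A regions alone was not tested.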
